A study of Caenorhabditis elegans with 8 samples. Its data were reported in "The histone H4 lysine 20 demethylase DPY-21 regulates the dynamics of condensin DC binding" (2022).

How the data were processed

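Messenger RNA was sequenced from Caenorhabditis elegans strain VC199, which per the labels carries a deletion allele of sir-2.1, the gene for a histone H4 lysine 16 deacetylase. Mixed-stage embryos were released from adults with bleach, and larvae were collected after 24 hours on plates. The labels call the larvae L3, whereas the study's methods give a wider larval window. RNA was selected on its poly(A) tail and made into stranded libraries with single-end reads. The labels give 4 embryo and 4 larvae libraries, all of the same strain, so developmental stage was the contrast that could be tested on the labelled libraries. No wild-type library is labelled in this series. The strain contrast was therefore taken from the tables of results that the authors deposited.

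The deposited raw counts are whole numbers of reads per gene. The authors aligned the reads to the WS220 genome with Tophat and counted them per gene with HTSeq, as the study's methods state. The table lists 20389 genes and 5 summary classes that name no gene, and these classes were left out of library sizes and tests. As a percent of the sum of gene counts, reads in no gene and ambiguous reads, those in no gene made up 3.26% to 6.06% and ambiguous reads 0.861% to 1.07%. HTSeq also reports alignments of reads that mapped to more than 1 place, and it counts alignments and not reads. The 8 libraries held 13687095 to 31292935 gene counts. In the stage comparison, a gene with every library of a stage at or under the floor of 3 counts was given only a bound on its fold change. Such bounds cover counting error only, because PCR copies were not marked with molecular identifiers.

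The deposited TPM values are normalized by the authors for gene length and library size, and each column used has the same sum. The method behind the TPM was not analysed here. A further 14 columns of that table belong to libraries outside the labelled samples and were not used here. The same table gives the locus of each gene in WS220. These loci were found to count starts from 0 on 6 of 6 chromosomes when set against a later annotation by gene length, and 1 was added to each start so that all coordinates given here are 1-based WS220 positions. Gene symbols came from a table of WormBase identifiers, and 9331 genes kept their sequence name.

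The deposited tables of the strain contrast hold, per gene, the mean normalized count over all libraries of the comparison (a signal the authors obtained with DESeq2 and called the base mean), the log2 fold change with its standard error, and a p-value with its adjusted form, all computed by the authors with DESeq2. The wild-type libraries behind them came from earlier work and are not analysed here. The table for embryos lists 18391 genes, of which 14819 have an adjusted p-value, and the table for larvae lists 18156 genes, of which 14220 have one. The direction of the fold change is not written in the tables. It was settled by dividing the mean of the 4 labelled libraries of a stage, scaled to the base mean, by the base mean itself. Over genes with a base mean above 50 this ratio rose with the deposited log2 fold change, with Spearman's rho across genes of 0.9998 for embryos (10145 genes) and 0.9999 for larvae (9988 genes). A positive value therefore means a higher level in the libraries labelled sir-2.1 null. No library of the strain contrast could be left out in turn, since only the authors' summary was used.

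Larvae were compared with embryos with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, limma 3.58.1, R 4.3.3) on raw counts with TMM factors and the filterByExpr rule, which left 13571 genes. P-values were adjusted by the Benjamini-Hochberg method and called at 0.05. DESeq2 1.42.0 was an alternative. On simulated counts for the same 13571 genes with 200 genes changed 4-fold, edgeR recovered 190 of the 200 with 7 false calls (3.55% of calls), and DESeq2 recovered 189 with 25 false calls (11.68%). The simulation was run once, gave each gene the dispersion of the trend and changed far fewer genes than were called between stages. It therefore does not give the error rates of this contrast or rank the tools for it. Values per library were compared between stages with two-sided exact permutation tests over all 70 regroupings, for which the smallest possible p is 0.0286. The X share of counts was taken as the percent of counts on X-linked genes. The X to autosome balance was the median log2(TPM + 1) over X-linked genes minus that over autosomal genes, for genes with a mean TPM of at least 1 (Python 3.11.15, scipy 1.17.1).

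For the deposited fold changes, the median over X-linked genes was set against the median over autosomal genes and against 10000 random autosomal lists of the same size, drawn to match the X-linked genes in 20 bins of base mean. Genes of a chromosome are not independent, so the percentile among lists describes these tables and carries no p-value. On simulated fold changes with no X shift, the matched difference lay inside the 95% range of the lists in 92.0% of 50 simulations, and in 86.0% where fold changes followed base mean. A simulated X shift of 0.10 came back as 0.10 in both settings. The range is thus too narrow even for independent genes, as each simulated fold change was drawn on its own. Dependence between genes was not simulated, so how much wider the range should be is not known. Each autosome was measured against the other autosomes in the same way as a second yardstick.

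The list of 16 genes related to dosage compensation, the 5 gene families and the rule for naming genes were fixed before the data were examined. The rule took the 3 largest rises and the 3 largest falls between stages among genes with an adjusted p-value under 0.05, a mean CPM (counts scaled to the library size) of at least 50 and stages that did not overlap, and from each deposited table the 3 largest rises and falls among genes with an adjusted p-value under 0.05 and a base mean of at least 100. Genes outside the rule are said to be so. Alternatives covered the normalization, the test, filters on low values, pseudocounts, the replicate number as a block, each replicate left out, thresholds on the deposited tables and the choice of background chromosomes. The marker list of adult genes held 9 genes and was written before its test. GC content was not analysed here.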

Results

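To ask how loss of the histone H4 lysine 16 deacetylase SIR-2.1 relates to the balance between the X chromosome and autosomes, mRNA of the sir-2.1 null strain was measured in embryos (n = 4 libraries) and larvae (n = 4 libraries). In C. elegans hermaphrodites, the dosage compensation complex binds both X chromosomes and lowers their expression. The embryo libraries held 31292935, 21522741, 16300947 and 18612206 gene counts in replicates 1 to 4. The larvae libraries held 13687095, 22419153, 17825540 and 19919616. The common biological coefficient of variation was 21.8% between embryo libraries and 30.9% between larvae libraries.

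The deleted gene was examined first. sir-2.1 (R11A8.4, chromosome IV, 10363300 to 10366216) is a protein-coding gene, and its counts were 2424, 1731, 1225 and 1505 in the embryo libraries and 570, 1036, 682 and 766 in the larvae libraries. Its level was 36.6 ± 1.34 TPM (SD, n = 4) in embryos and 15.1 ± 1.66 TPM (SD, n = 4) in larvae. Transcript from the locus was therefore present in every library labelled sir-2.1 null. Against wild type, the authors' deposited table for embryos gave sir-2.1 a log2 fold change of -0.50 with a standard error of 0.307 (adjusted p-value by DESeq2 0.800). The one for larvae, also the authors' deposited table, gave 0.41 with a standard error of 0.161 (adjusted p-value by DESeq2 0.201). Neither passed the threshold. The gene-level counts do not show which part of the transcript was present, so the labels were neither borne out nor contradicted by this gene, and the direction of each strain contrast below rests on the libraries labelled sir-2.1 null.

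**Figure D1:**
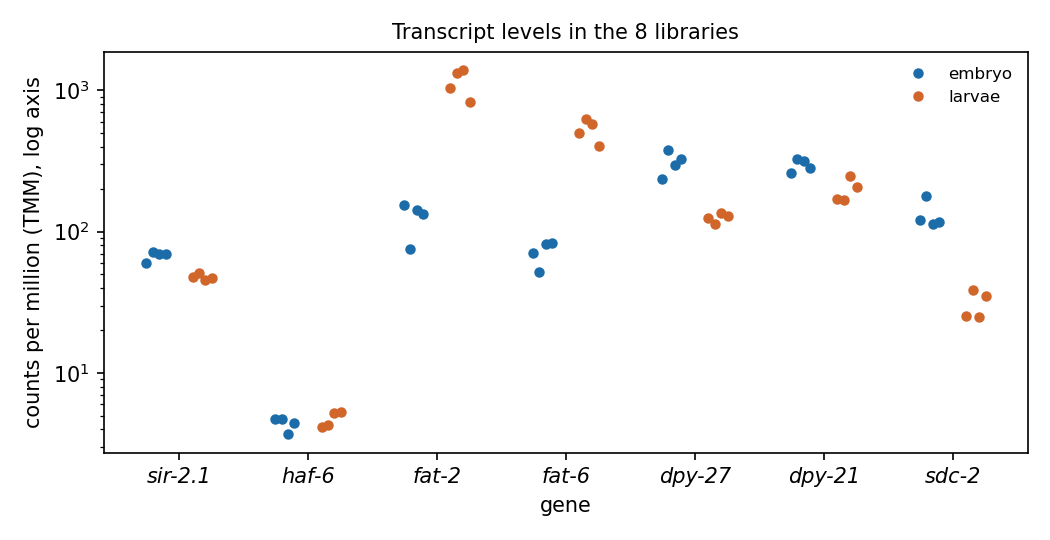
CPM (counts scaled by TMM, log axis) of 7 genes in the 4 embryo and 4 larvae libraries labelled sir-2.1 null, one point per library. sir-2.1 transcript was present in all 8 libraries, haf-6 lay between 3.68 and 5.30 CPM in all of them, and dpy-27, dpy-21 and sdc-2 were lower in each larvae library than in each embryo library.

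The strain contrast was counted next. The wild-type libraries came from earlier work, so strain and batch cannot be told apart in it. For embryos, 13 of 14819 genes in the authors' deposited table had an adjusted p-value under 0.05, 9 of them higher and 4 lower in the libraries labelled sir-2.1 null. For larvae, 140 of 14220 genes in the authors' deposited table passed, 90 higher and 50 lower. In fold terms the alternative that moved these counts most was a base mean of at least 100 in embryos, which left 6 genes, and an adjusted p-value under 0.01 in larvae, which left 50. Of the X-linked genes, 0 of 2278 were called higher in the authors' deposited table for embryos, against 9 of 12533 autosomal genes (Fisher's exact test across genes, two-sided p = 0.371). No X-linked gene was called lower either (0 of 2278), against 4 of 12533 autosomal genes. At an unadjusted p-value under 0.05, 23 X-linked genes were higher, a share of 1.01% against 1.51% on autosomes (Fisher's exact test across genes, p = 0.0683), and 55 were lower, a share of 2.41% against 4.01% (p = 0.000124). Of the X-linked genes in the authors' deposited table for larvae, 9 of 2184 were called higher, a share of 0.412%, against 81 of 12028 autosomal genes, a share of 0.673% (Fisher's exact test across genes, two-sided p = 0.187). At an unadjusted p-value under 0.05 the shares higher were 8.24% on X and 6.53% on autosomes (Fisher's exact test across genes, p = 0.00416), and the shares lower were 4.99% on X and 8.60% on autosomes (p = 1.90e-09). Genes of a chromosome are not independent, so these p-values describe the deposited calls and do not measure the spread between libraries. The same holds for the other Fisher's tests across genes.

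A shift over the whole chromosome was then measured. Across the authors' deposited table for embryos, the median log2 fold change was 0.10 over X-linked genes and -0.09 over autosomal genes, a difference of 0.19. A positive fold change was found for 60.1% of X-linked genes and 43.0% of autosomal genes. Across that for larvae, also deposited by the authors, the medians were 0.10 and -0.04, a difference of 0.14, with 62.1% and 46.1% of genes above 0. At both stages the X-linked median lay above all 10000 random autosomal lists matched on base mean. The difference remained 0.17 in embryos and 0.14 in larvae after this matching. Autosomes also differed from each other. In embryos their medians ran from -0.17 on chromosome I to -0.01 on chromosome V, and in larvae from -0.07 on chromosome I to 0.01 on chromosome V, in the authors' deposited tables. The X chromosome had the highest median of the 6 chromosomes at both stages. The difference from single autosomes ranged from 0.11 against chromosome V to 0.27 against chromosome I in embryos. In larvae it ranged from 0.0940 to 0.178 against the same chromosomes. With a base mean of at least 1000 the difference was 0.287 in embryos and 0.0784 in larvae.

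**Figure D2:**
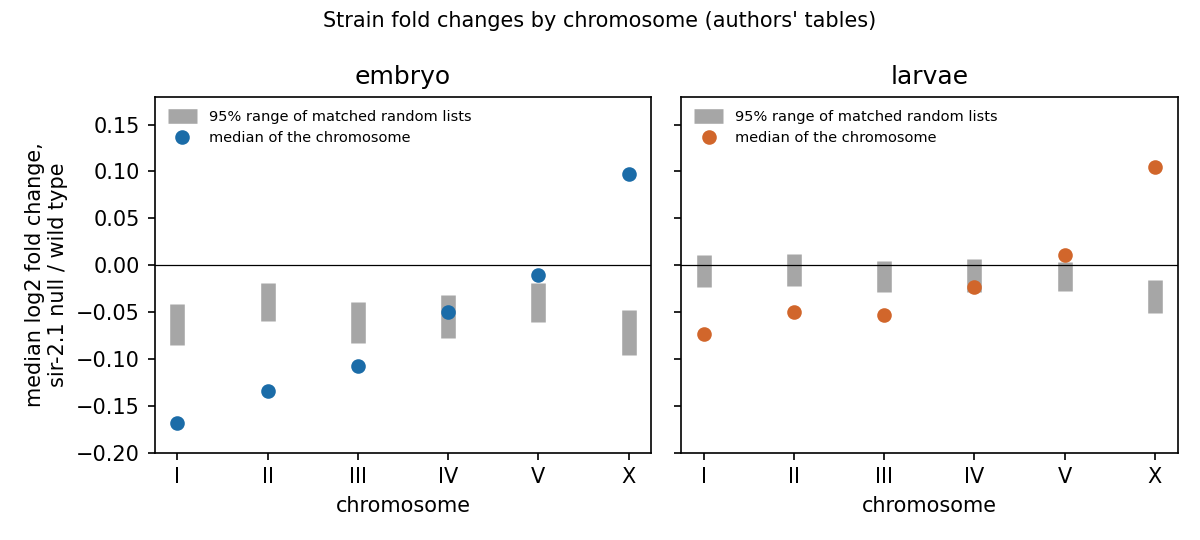
Median log2 fold change of the libraries labelled sir-2.1 null over wild type for each chromosome, from the authors' deposited tables for embryos (left) and larvae (right). Points are medians over genes with an adjusted p-value, and grey bars span the 95% range of medians of 10000 random lists from the other chromosomes matched on base mean. X has the highest median in each panel, at 0.10. Chromosomes I, II and III lie below the range of their lists, and chromosome V lies above it.

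Single genes were named by the preset rule. For embryos, the largest rises in the authors' deposited table were in fat-6 (VZK822L.1, chromosome IV, 11913667 to 11917317), with a log2 fold change of 3.88 and a standard error of 0.529, fat-2 (W02A2.1, chromosome IV, 13323826 to 13326370), with 3.22 and 0.432, and W03F9.4 (chromosome V, 147526 to 152104), with 1.73 and 0.271. The DESeq2 adjusted p-values were 1.03e-09, 9.1e-10 and 5.28e-07. The fatty acid desaturase gene fat-6 has a close paralog, fat-7, which had 0 counts in all 8 libraries, so reads shared between them were possibly left uncounted. The authors' TPM gave fat-7 a level of 6.47 ± 1.24 (SD, n = 4) in larvae and 0.0874 ± 0.114 (SD, n = 4) in embryos. In the authors' deposited table for embryos, haf-6 (Y48G8AL.11, chromosome I, 1162892 to 1175871) was the only fall that met the rule. Its log2 fold change was -1.87, with a standard error of 0.414 and a DESeq2 adjusted p-value of 0.00919. For larvae, the largest rises in the authors' deposited table were in pqn-71 (T23F1.6, chromosome V, 15465659 to 15467056, 2.38 with a standard error of 0.464), grl-21 (ZC168.5, chromosome IV, 10737457 to 10738171, 2.15 with 0.440) and F35B3.4 (chromosome X, 17019543 to 17020732, 1.89 with 0.484), with DESeq2 adjusted p-values of 0.000336, 0.000737 and 0.0188. The largest falls in that deposited table were in haf-6 (-3.34 with a standard error of 0.182), E01G4.6 (chromosome II, 13482333 to 13486105, -2.31 with 0.635) and T13F3.6 (chromosome V, 16270196 to 16271201, -1.83 with 0.501), with a DESeq2 adjusted p-value listed as 0 for haf-6 and of 0.0339 for the others. The larvae libraries differed widely in the rising genes. grl-21 ranged from 61.8 to 303.1 CPM over the 4 larvae libraries, whereas haf-6 had 4.40 ± 0.50 CPM (SD, n = 4) in embryos and 4.74 ± 0.589 (SD, n = 4) in larvae.

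Agreement between stages was limited. Among 13283 genes with an adjusted p-value in both deposited tables of the authors, 10 were called in embryos, 124 in larvae and 2 in both, where chance gives 0.0934 (Fisher's exact test across genes, two-sided p = 0.00370). These were haf-6 and Y102A5C.36, the latter chosen after its values were seen. Spearman's rho between both sets of log2 fold changes was 0.235 across genes, which are not independent replicates, and 59.9% of genes had the same sign.

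Larvae were then compared with embryos within the strain. By edgeR's quasi-likelihood test, 10058 of 13571 genes had a Benjamini-Hochberg adjusted p-value under 0.05, 5004 higher and 5054 lower in larvae. The stricter test against a fold change of 2 moved this count most, to 5913 genes. When libraries were scaled by their totals only, 3683 genes were higher and 6607 lower, because the median log2 fold change of all genes moved from -0.03 to -0.53. Changes below are given with TMM scaling. The largest rises were in C50F7.5 (chromosome IV, 7726707 to 7727939), with a log2 fold change of 10.06 and a standard error of 0.365, col-17 (F11G11.10, chromosome II, 4866431 to 4867569), with 9.60 and 0.386, and col-41 (T10B10.1, chromosome X, 15174969 to 15176411), with 9.58 and 0.483. The largest falls were in hch-1 (F40E10.1, chromosome X, 14696342 to 14699907), with -8.93 and 0.689, clec-266 (C25B8.4, chromosome X, 6617404 to 6622855), with -8.88 and 0.635, and dpy-14 (H27M09.4, chromosome I, 6843594 to 6845135), with -8.83 and 0.756. The edgeR adjusted p-values of these 6 genes lay between 5.85e-09 and 8.68e-07.

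All 16 genes on the dosage compensation list were lower in larvae by edgeR, both adjusted over all genes and adjusted over the list alone (16 of 16). Of all 13571 genes tested, 5054 were lower, and the list was not set against matched genes. The study states that most condensin DC subunits also belong to condensin I, so these falls are not specific to dosage compensation. Stages did not overlap for any of the 16. The median log2 fold change of the list was -1.55, also with the gene at the floor set to its bound, and -2.04 when libraries were scaled by totals only. The log2 fold change was -1.25 for dpy-27 (R13G10.1), -0.53 for dpy-21 (Y59A8B.1), -2.04 for sdc-2 (C35C5.1), -3.38 for her-1 (ZK287.8) and -0.44 for sir-2.1, with standard errors of 0.167, 0.168, 0.213, 0.342 and 0.133. The edgeR adjusted p-values were 3.11e-05, 0.0133, 4.10e-06, 3.27e-06 and 0.00970. For xol-1 (C18A11.5) every larvae library had at most 1 count, against 71 to 163 in embryos, so its level was at least 22.2-fold lower.

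The X chromosome took 14.3% ± 0.486 of counts in embryos (SD, n = 4) and 13.4% ± 0.602 in larvae (SD, n = 4). The difference of -0.914 percentage points did not pass the threshold (two-sided exact permutation p = 0.0857, Benjamini-Hochberg adjusted over 7 chromosomes 0.120), and 3 of 4 larvae libraries lay below all embryo libraries. This direction depended on which genes were counted, as the difference was 0.454 percentage points without the 50 most abundant genes (exact permutation p = 0.257) and moved most, to 0.596, without the 5 preset gene families (exact permutation p = 0.200). Neither passed the threshold. In the authors' TPM it was -0.276 (exact permutation p = 0.514). Shares of autosomes moved too. Chromosome II changed by -1.87 percentage points of counts, chromosome V by 1.63 and chromosome IV by 0.583 (exact permutation p = 0.0286 for each). For each of these, 4 of 4 larvae libraries lay outside the embryo range, but the adjusted value over 7 chromosomes was 0.0667. Changes of chromosomes I (0.606, exact permutation p = 0.0857) and III (-0.00974, exact permutation p = 0.943) did not pass the threshold. The median X-linked gene moved the opposite way to the X share of all counts. The X minus autosome median log2(TPM + 1) was -0.52 ± 0.0867 in embryos (SD, n = 4) and -0.35 ± 0.0211 in larvae (SD, n = 4). The difference of 0.17 had a two-sided exact permutation p of 0.0286, the smallest this design allows, and 4 of 4 larvae libraries lay above all embryo libraries. This difference depended on the filter. Without a filter on TPM it was 0.0437 and did not pass (exact permutation p = 0.429), and with a mean TPM of at least 10 it was 0.32 (exact permutation p = 0.0286). In edgeR log2 fold changes the X median exceeded the autosome median by 0.22, and lay above all 10000 matched autosomal lists. The X median was 0.16, whereas that of chromosome V was higher at 0.45.

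**Figure D3:**
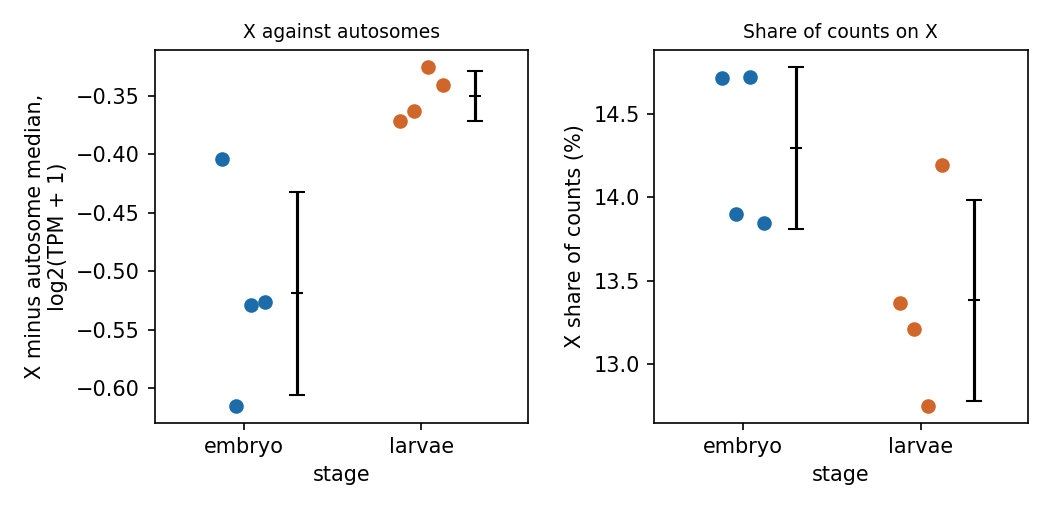
X chromosome measures in each of the 4 embryo and 4 larvae libraries, with mean and SD in black. The left panel shows the X minus autosome median log2(TPM + 1), with every larvae library above every embryo library, and the right panel shows the percent of counts on X, where the stages overlap.

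Gene families that follow stage were measured as shares of counts. Collagens rose from 0.438% ± 0.0758 to 2.36% ± 0.749 (SD, n = 4 each), ribosomal proteins rose from 5.67% ± 0.554 to 15.0% ± 1.32, and histones fell from 0.722% ± 0.107 to 0.166% ± 0.0197. Each had an exact permutation p of 0.0286 and a Benjamini-Hochberg adjusted value of 0.0476 over the 5 families, with 4 of 4 larvae libraries outside the embryo range. The unit changed the size of these differences but not their direction. The difference for collagens was 1.92 percentage points of counts and 4.99 of the authors' TPM, that for ribosomal proteins was 9.38 and 16.6, and that for histones was -0.557 and -0.964. Vitellogenins (0.00705% and 0.00279%, adjusted exact permutation p = 0.83) and major sperm proteins (0.000214% and 0.000254%, adjusted exact permutation p = 0.83) did not differ beyond the spread. Members of these families are similar in sequence, and reads shared between members were not counted.

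**Figure D4:**
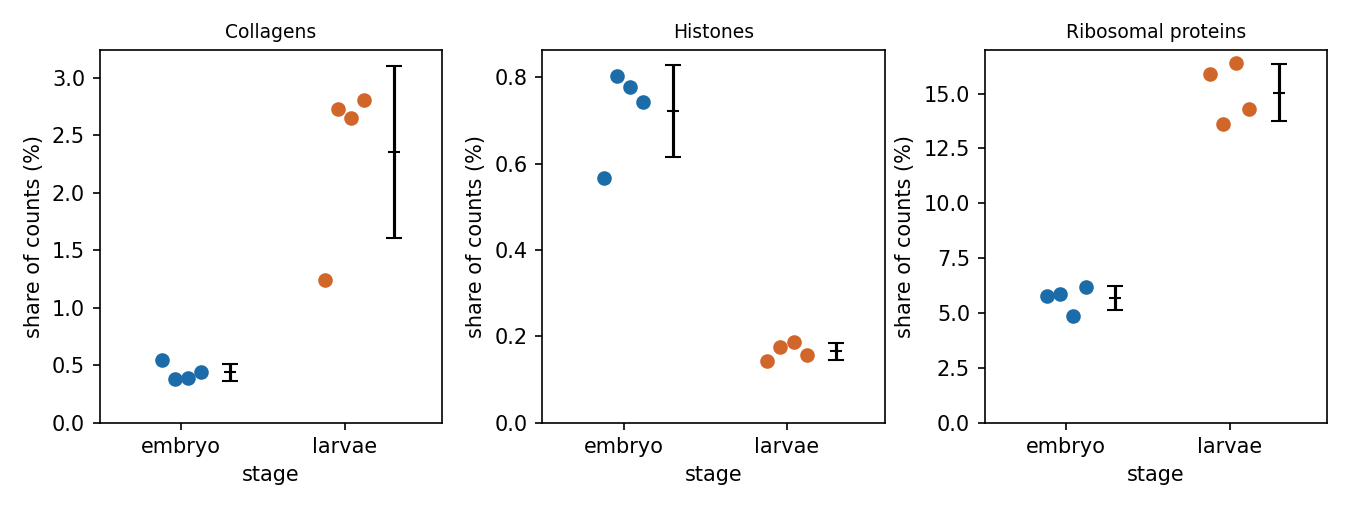
Percent of counts on collagen, histone and ribosomal protein genes in each of the 4 embryo and 4 larvae libraries, with mean and SD in black. Stages do not overlap in any panel, and larvae replicate 1 lies at 1.24% for collagens, below the other larvae libraries.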

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

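In this part, the tests on the mitochondrial share and on fat-2 and fat-6 were chosen after the results had been seen. The test on adult cuticle collagens was chosen before its counts were seen, but the requirement that more than 1 of the 3 genes have counts was added afterwards. Of 72 groups of 4 libraries examined, 6 had a library far from the others, where chance alone gives about 3.6. No biological explanation was tested for a single library, as the design gives none.

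The collagen share was 1.24% in larvae replicate 1, far below the other larvae libraries. A few genes taking most of the counts were examined as the explanation. Of 102 collagen genes with at least 1 CPM in larvae, 60 were lowest in replicate 1, and the median ratio of that library to the mean of the others was 0.440, so the lower level was spread over the family. A difference in the exact age of the larvae may remain, and was not tested.

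The vitellogenin share was 0.0255% in embryo replicate 2, with 5492 counts against 51 to 369 in the other embryo libraries. Carry-over of adult tissue is a candidate explanation. The most abundant of these genes there were vit-6 with 2475 counts and vit-2 with 2003 counts. The 3 adult cuticle collagens held 63 counts in replicate 2, all of them from col-19, while col-7 and col-62 had 0. Replicate 4 had 43 counts of col-19 and a much lower vitellogenin share, so the explanation cannot be told apart from others with so few counts.

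Mitochondrial genes took 0.0192% of counts in larvae replicate 3, far below the other larvae libraries. If the library differed in all genes, its correlation with the other larvae libraries should have been the lowest. The mean correlation was 0.970 for replicate 3, and it was lower for replicate 1 at 0.963, which argues against that. How poly(A) selection treated mitochondrial transcripts stays open.

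Chromosome II took 13.1% of counts in larvae replicate 4, sdc-2 had 179.0 CPM in embryo replicate 2, and major sperm protein genes took 0.000736% of counts in embryo replicate 4. The number of such libraries was near the number chance gives, and none of these was pursued.

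For 5 of 13283 genes, the strain effect in the authors' deposited tables differed between the stages (Wald test of the difference, Benjamini-Hochberg adjusted p-value under 0.05), and 709 did at an unadjusted p-value under 0.05. The embryo effect minus the larvae effect was 3.96 for fat-6 (adjusted 4.02e-08), 3.15 for fat-2 (4.74e-07), 4.53 for clec-71 (0.00180), -2.27 for F13D12.3 (0.0158) and 0.89 for rer-1 (0.0391), on the log2 scale. Except for fat-6 and fat-2 these genes were outside the naming rule and were chosen after their values were seen. The difference for sir-2.1 itself had an unadjusted p-value of 0.00873 and an adjusted p-value of 0.647, and so did not pass. Hatched larvae among the embryos were considered for fat-2 and fat-6, which are abundant in larvae. Larvae like those of the larvae libraries would need to make up 9.84% of the embryo RNA for fat-2 and 12.8% for fat-6. Of 1880 genes with at least 100 CPM in larvae, 189 stayed below the smaller of these shares in embryos, and 49 stayed below 0.984% of their larval level in every embryo library, which argues against larvae of that profile. Newly hatched larvae stay open, because their profile is not analysed here. A difference in food or temperature between the libraries labelled sir-2.1 null and the wild-type libraries, which came from earlier work, may remain, as does an effect of the strain. The values used here do not separate these, and the 14 further columns of the deposited TPM values were not examined for it.

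HTSeq listed alignments of reads with more than 1 place in the genome, a class outside the gene counts. There were 9.76 per 100 gene counts in embryos (range 7.88 to 11.4) and 31.6 in larvae (range 20.3 to 38.2), a difference of 21.8 (two-sided exact permutation p = 0.0286, the smallest this design allows). Alignments and not reads are counted, so a few highly repeated transcripts weigh heavily. Which loci they came from is not analysed here.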

How the results depend on the processing

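The 35 splits of the 8 libraries into 4 and 4 were examined for the stage comparison, and 1 of the 35, the real one, gave as many genes with an adjusted p-value under 0.05. This stage count kept within 1.5 times of 10058 under every alternative but the test against a fold change of 2, which gave 5913 genes, 3174 higher and 2739 lower. It ranged from 9726 to 10363 across the 8 fits that each left out one replicate, from 4816 to 5180 higher and from 4898 to 5243 lower. All 16 listed dosage compensation genes passed under each alternative except at least 10 counts in every library (14, as the filter removed genes) and the test against a fold change of 2 (11). The 5 listed genes that did not pass this stricter test were sir-2.1, with a log2 fold change of -0.44, dpy-21, dpy-27, dpy-28 and sdc-3. Fold changes were examined for the 6 genes named by the rule between stages and for sir-2.1, dpy-27, dpy-21, sdc-2, xol-1 and her-1. None reversed under any alternative that kept the gene. The filter of at least 10 counts in every library removed C50F7.5, hch-1, dpy-14, xol-1 and her-1. That setting was therefore not examined for them.

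The X share of counts reversed to 0.454 percentage points without the 50 most abundant genes (exact permutation p = 0.257) and to 0.596 without the 5 families (exact permutation p = 0.200), and neither passed the threshold. Both settings differ from the rest only by the genes they remove. In the authors' TPM the difference kept its sign but shrank to -0.276 (exact permutation p = 0.514). With each replicate left out the difference ranged from -1.19 to -0.704, and it passed the threshold only without larvae replicate 4, at -1.19 (exact permutation p = 0.0286). The X minus autosome median of log2(TPM + 1) fell to 0.0437 with no filter on TPM and rose to 0.32 with a mean TPM of at least 10 (exact permutation p = 0.0286), so its size depended on the filter in both directions. It ranged from 0.14 to 0.21 with each replicate left out, and each remaining larvae library lay above each embryo library. Whenever a larvae replicate was left out the difference was 0.16 to 0.18, but 2 of the 35 regroupings of 3 against 4 libraries were as large, so that the exact permutation p was 0.0571. In log2 fold changes the X minus autosome difference moved to 0.12 with no filter on low counts, and ranged from 0.17 to 0.24 with each replicate left out. The cause was not tested.

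In the authors' TPM the family differences were larger, at 4.99 percentage points for collagens, 16.6 for ribosomal proteins and -0.964 for histones, against 1.92, 9.38 and -0.557 in counts (exact permutation p = 0.0286 for each). The collagen difference in counts ranged from 1.77 to 2.29 percentage points with each replicate left out. Whenever an embryo replicate was left out it was 1.90 to 1.95, again with 2 of 35 regroupings as large (exact permutation p = 0.0571), although each larvae library stayed above each embryo library. The vitellogenin difference reversed without embryo replicate 2, to 0.00190, and ranged from -0.00650 to 0.00190. The difference in major sperm proteins reversed to -0.000426 in the authors' TPM and ranged from -0.000136 to 0.000213 with each replicate left out. Neither family differed under any of these settings. The vitellogenin comparison is limited by more than the spread that embryo replicate 2 brings, as it did not pass without that library either (exact permutation p = 0.457). Larvae replicate 1 held 0.00823%, against 0.000169% to 0.00221% in the other larvae libraries. The comparison of major sperm proteins is limited by shares of at most 0.000780% in any library.

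For embryos, in the authors' deposited table, an adjusted p-value under 0.1 gave 21 genes, 12 of them lower, and a base mean of at least 100 left 6, with 5 higher and 1 lower. For larvae, in the authors' deposited table, an adjusted p-value under 0.01 gave 50 genes (35 higher, 15 lower), one under 0.1 gave 297 (162 higher, 135 lower), and a base mean of at least 100 left 85 (56 higher, 29 lower). A log2 fold change of at least 1 left 33 lower genes there. These follow from the thresholds themselves. With a base mean of at least 100 in both, 1 gene was called at both stages and the rank correlation was 0.255.

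The X minus autosome difference in the authors' deposited tables kept its sign under every alternative. In embryos it moved to 0.22 with a base mean of at least 100, 0.29 with at least 1000, 0.16 matched on the larvae versus embryo fold change, 0.11 against chromosome V alone and 0.27 against chromosome I alone. In larvae it moved to 0.0784 with a base mean of at least 1000, 0.0839 with the mean in place of the median, 0.0940 against chromosome V alone and 0.18 against chromosome I alone. The cause was not tested.

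Replicate numbers did not pair the samples, as libraries with the same number correlated at -0.146, -0.194, 0.0747 and -0.0699 in their deviations from the stage means. With the replicate number as a block, 9768 genes were called (4806 higher, 4962 lower), the X minus autosome log2 fold change was 0.19, and the X share difference was -0.914, with a paired permutation test that cannot go below 0.125.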

Other observations

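In this part, the tests on shared libraries, on transthyretin-related genes and on the overlap between stages were chosen after the results had been seen. So were those on the region around sir-2.1 and on calls by chromosome. For expression level, the values are those of the lists matched on base mean, which belonged to the main comparison of X-linked with autosomal genes. Only their use as a test of this explanation was chosen afterwards. The yardstick of single autosomes was also added afterwards.

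The higher median of X-linked genes in the authors' deposited tables was tested against technical explanations. One was a difference in developmental age between the preparations that follows the larvae versus embryo fold change. If it were the whole cause, matching autosomal genes on that fold change should have removed the higher X median. The difference stayed at 0.16 in embryos and 0.13 in larvae. After matching on gene length it was 0.19 and 0.15, and after matching on expression level it was 0.17 and 0.14. Matching on the first component of the libraries of a stage left 0.0807 in embryos, less than 0.19 before, and 0.13 in larvae. Each of these values lay above all 10000 matched lists. As a yardstick, autosomes matched in the same way deviated from the other autosomes by at most 0.10 in embryos (chromosome V, gene length) and 0.06 in larvae (chromosome V). In embryos matched on the first component, the largest deviation of an autosome was -0.03. These values argue against the larvae versus embryo fold change, gene length and expression level as the whole cause. At both stages the first component mainly set replicate 1 apart, with scores of 0.830 in embryos and 0.848 in larvae and negative scores in the other libraries. Matching on a component that rests largely on 1 library is rough, so what remained does not exclude that component as the whole cause. The first component may account for at least part of the embryo shift. An age difference within a stage that does not follow the larvae versus embryo fold change was not tested separately and stays open. Batch remains open, because the wild-type libraries came from earlier work, and the strain and the batch cannot be separated with the values used here. An effect of the sir-2.1 deletion on the X chromosome stays a hypothesis beside it.

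The deposited fold changes of both stages followed the larvae versus embryo fold change. Spearman's rho across genes was 0.282 in embryos and 0.283 in larvae. The libraries labelled sir-2.1 null enter both sides, so a strain contrast with no effect was simulated from the standard errors. That gave a mean of -0.03 in embryos (95% range from -0.05 to -0.01) and 0.06 in larvae (0.04 to 0.08), so the shared libraries do not account for the observed values. At both stages the libraries labelled sir-2.1 null may have been somewhat older than the wild-type libraries, or the strain may develop at another pace.

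Genes called in the authors' deposited table for larvae varied widely between the 4 larvae libraries. The median log2 ratio of a gene's dispersion to the trend was 1.34 higher for 127 called genes than for lists matched on base mean, whose 95% range reached 0.43. This is what larval timing as a candidate source of the calls predicts. Any other cause of noisy genes predicts it too. Transthyretin-related genes (ttr-) made up a part of these calls, as 9 of 46 were called higher in the authors' deposited table for larvae (19.6%), against 81 of 14174 other genes (0.571%; Fisher's exact test across genes, p = 9.84e-12). These genes were noticed in the table before the test.

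The 2 genes called at both stages exceeded chance overlap. haf-6 lay at 3.68 to 5.30 CPM in all 8 libraries, and Y102A5C.36 had at most 1 count in any of them. Y19D10B.4 had 0 counts in all 8 libraries and was called lower in the authors' deposited table for embryos. A variant in the background of the strain is a candidate explanation for such genes. Variants carried along with the sir-2.1 region of chromosome IV would put most called genes near it. Of the called genes, 8 of 13 in embryos and 112 of 140 in larvae were on other chromosomes. Within 2 Mb of sir-2.1 there was 1 of 13 called genes in the authors' deposited table for embryos and 8 of 140 in that for larvae (Fisher's exact test across genes, p = 0.479 and p = 0.694), which argues against such variants as the cause of most calls. For the called genes on chromosome IV itself, 5 in embryos and 28 in larvae, linked variants stay open. In embryos these were 0.211% of the genes tested there against 0.0643% elsewhere (Fisher's exact test across genes, p = 0.0437, Benjamini-Hochberg adjusted over 6 chromosomes 0.131), and in larvae 1.23% against 0.938% (adjusted 0.302). Those in embryos include fat-6, inside the 2 Mb window, and fat-2, which starts at 13323826, outside it. Chromosome V, which does not carry sir-2.1, held 7 of the 13 called genes in embryos (adjusted 0.0389), so an excess on one chromosome was not particular to IV. The calls include neighbours outside the naming rule, Y19D10B.2 (from 2299995) and Y19D10B.4 (from 2304356) on V, and clec-71 (from 3937458) and clec-174 (from 3940207) on IV. Fisher's test treats them as independent, so the p-values for IV and V may be too small. haf-6 is on chromosome I, and Y102A5C.36 and Y19D10B.4 are on chromosome V. A variant elsewhere in the genome was not tested, as sequence reads are not analysed here.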
